# The effect of GLP-1 receptor agonist lixisenatide on experimental diabetic retinopathy

**DOI:** 10.1007/s00592-023-02135-7

**Published:** 2023-07-09

**Authors:** Kuebra Oezer, Matthias Kolibabka, Johann Gassenhuber, Nadine Dietrich, Thomas Fleming, Andrea Schlotterer, Michael Morcos, Paulus Wohlfart, Hans-Peter Hammes

**Keywords:** Diabetic retinopathy, Neurovascular unit, GLP-1RA, Lixisenatide, ROS, Ets2

## Abstract

**Aims:**

Glucagon-like peptide-1 receptor agonists are effective treatments for type 2 diabetes, effectively lowering glucose without weight gain and with low risk for hypoglycemia. However, their influence on the retinal neurovascular unit remains unclear. In this study, we analyzed the effects of the GLP-1 RA lixisenatide on diabetic retinopathy.

**Methods:**

Vasculo- and neuroprotective effects were assessed in experimental diabetic retinopathy and high glucose-cultivated C. elegans, respectively. In STZ-diabetic Wistar rats, acellular capillaries and pericytes (quantitative retinal morphometry), neuroretinal function (mfERG), macroglia (GFAP western blot) and microglia (immunohistochemistry) quantification, methylglyoxal (LC–MS/MS) and retinal gene expressions (RNA-sequencing) were determined. The antioxidant properties of lixisenatide were tested in C. elegans.

**Results:**

Lixisenatide had no effect on glucose metabolism. Lixisenatide preserved the retinal vasculature and neuroretinal function. The macro- and microglial activation was mitigated. Lixisenatide normalized some gene expression changes in diabetic animals to control levels. Ets2 was identified as a regulator of inflammatory genes. In C. elegans, lixisenatide showed the antioxidative property.

**Conclusions:**

Our data suggest that lixisenatide has a protective effect on the diabetic retina, most likely due to a combination of neuroprotective, anti-inflammatory and antioxidative effects of lixisenatide on the neurovascular unit.

## Introduction

Diabetes mellitus (DM) is characterized by hyperglycemia which causes serious damages to many of the body´s system and causes macrovascular complications (e.g., strokes, myocardial infarctions) and microvascular complications such as neuropathy, nephropathy and retinopathy [1]. Hyperglycemia induces mitochondrial overproduction of reactive oxygen species (ROS) and subsequent formation of methylglyoxal (MG) as well as accumulation of MG-derived advanced glycation endproducts (AGEs). This can lead to endothelial dysfunction, which contributes to the development of diabetic retinopathy [2, 3]. Diabetic retinopathy (DR) is a disease of the neurovascular unit (NVU) with the pathogenic hallmarks of glial activation, vasoregression and neurodegeneration, the latter preceded or accompanied by neuronal dysfunction [3].

Glucagon-like peptide 1 (GLP-1) improves glycemic control in type 2 diabetes (T2D). It has an effect on glucose-stimulated insulin secretion, gastric emptying and hepatic glucose production [4]. Additionally, GLP-1 can block the overproduction of ROS and downstream expression of pro-inflammatory effectors by endothelial cells [5].

GLP-1 demonstrates antioxidative effects on the vasculature and leads to increased cell survival and reduced apoptosis in animal models of diabetes [6, 7]. It was also shown that intravitreal injection of GLP-1 transiently improves neuronal function and reduces glutamate toxicity in the retinae of diabetic mice [8].

In clinical and preclinical studies, GLP-1 treatment reduced inflammatory signaling in macrophages, reduced blood pressure and improved plasma lipid profiles [9–11].

There are drugs that mimic the action of GLP-1 (glucagon-like peptide-1) in the body. For example, the GLP-1 receptor agonist lixisenatide. The anti-diabetic drug activates the GLP-1 receptor and leads to increased insulin secretion, reduces glucagon secretion and slows down gastric emptying. This leads to improved blood sugar control in type 2 diabetes [12–15]. Apart from its effects in T2D patients, GLP-1 receptor agonists are also beneficial in several neurodegenerative and neuroinflammatory diseases [16].

Our previous study showed that chronic treatment of diabetic rats with DPP-IV inhibitor linagliptin led to a marked decrease in the number of retinal acellular capillaries and a significant drop in elevated methylglyoxal levels [17]. In addition, intravitreal injection of exenatide (GLP-1 RA) was shown to protect neuronal function in short term [18].

Given the role of the neurovascular communication in diabetic retinopathy, and the potential to interfere with important pathogenetic pathways in DR, in particular oxidative stress, it is conceivable that lixisenatide protects from diabetes-induced retinal damage.

The aim of the study was to assess lixisenatide on the neurovascular unit of diabetic retinopathy in the STZ-diabetic rat. The second model was *C. elegans* as a surrogate for glucose-induced neurodegeneration. The lack of GLP-1R orthologue in *C. elegans* allows the study of GLP-1 RAs, such as lixisenatide, to be separated from its GLP-1R-mediated effects.

## Materials and methods

### Wistar-rats and experimental groups

Eight-weeks-old male Wistar rats (Harlan Winkelmann, Borchen, Germany) were rendered diabetic by intravenous injection of streptozotocin (STZ) (35 mg/kg body weight; Roche Diagnostics GmbH, Mannheim, Germany). Animals were held in a 12-h light–dark cycle with food and water ad libitum. Rats with a blood glucose level above 14 mmol/L (250 mg/dL) 1 week after STZ injection were considered diabetic (DC). Lixisenatide (Sanofi, Frankfurt) was administered 5 days a week to diabetic rats subcutaneously at a concentration of 150 µg/kg body weight from week 1 to week 12 (DC + Lixi) after STZ treatment. Hemoglobin A1c (HbA1c) was determined using an A1cNow + System from pts Diagnostics (EuroMedix Health am Dom GmbH, Köln, Germany). Age-matched male Wistar rats served as controls (NC). After a diabetes duration of 12 weeks, rats were killed, and the eyes were obtained and stored at − 80 °C until further use.

The study was approved by the regional ethics committee (Regierungspräsidium Karlsruhe, Germany; protocol code “Aktenzeichen: 35-9185.81/G-15/15”; date of approval 16.07.2015). All experiments were conducted in accordance with the Association for Research in Vision and Ophthalmology statement for the Use of Animals in Ophthalmic and Vision Research.

### Retinal digest preparation and quantitative retinal morphometry

For quantification of the retinal vasoregression, we used quantitative retina morphometry as previously described [19]. For this purpose, the rat retinae were isolated, digested, PAS Haemalaun-stained and subsequently evaluated.

### Multifocal electroretinography (mfERG) and optical coherence tomography (OCT)

In-vivo analyses were conducted using the RETImap system (Roland Consult, Brandenburg a.d. Havel, Germany). Neuro-retinal function was quantified with a 7-segment mfERG as previously described [20]. Retinal thickness was measured with the OCT module of the system at the border of the inner third and outer two thirds of the retina.

### GFAP western blot

To analyze retinal Müller glia activation, for western blots the isolated retinae were homogenized in 90 μl 0.1% SDS lysis buffer and protein concentration was determined by Direct Detect Spectrometer (Merck KGaA, Darmstadt, Germany). Samples were separated in a 4–20% TGX Gel (Bio-Rad Laboratories, München, Germany) and immunoblotted with Bio-Rad Trans-Blot Turbo to a polyvinylidene difluoride membrane (Bio-Rad Laboratories, München, Germany). Non-specific binding was blocked by incubation with 5% non-fat dry milk in TBS, containing 0.1% Tween (Sigma-Aldrich, Darmstadt, Germany), followed by overnight incubation at 4 °C with rabbit anti-rat glial fibrillary acidic protein (GFAP) (1:400, Santa Cruz, Heidelberg, Germany) or rabbit anti-rat beta Tubulin (1:500, Abcam, Cambridge, UK) antibodies.

For detection, an anti-rabbit IgG HRP antibody (1:3000, Dako Cytomation, Hamburg, Germany) for GFAP and for beta Tubulin were used. Immunoreactive bands were visualized by incubation with chemiluminescence reagent (Perkin Elmer, Boston, MA, USA) and signals were detected with the Fusion SL (VWR, Darmstadt, Germany). Integrated densities were measured with ImageJ software [21].

### Immunofluorescence for microglial activation

To evaluate retinal microglial activation, retinal whole-mount stainings with CD74, Iba1 and Lectin were performed. Eyes were fixed overnight in 4% formalin at 4 °C. After dissection, retinae were washed in PBS and incubated in the permeabilization and blocking buffer containing 1% BSA and 0.5% Triton-X100 in PBS for 1 h at room temperature. Retinae were incubated at 4 °C overnight with the following primary antibodies CD74 (1:100, Santa Cruz, California), Iba1 (1:100, WAKO Chemicals, Japan) and Lection-biotin (1:50, Sigma, Germany). After washing in PBS, the retinae were then incubated in the following secondary antibodies: Alexa Fluor 488 chicken anti-goat (1:200, Thermo Fisher, Germany) for CD74, Alexa Fluor 555 donkey anti-rabbit (1:100, Thermo Fisher, Germany) for Iba1 and Alexa Fluor 633 StreptAvidin (1:500, Thermo Fisher, Germany) for Lectin at room temperature for 1 h. The retinae were washed in PBS and then flat-mounted in 50% glycerol. Photographs were taken using a confocal microscope (Leica TCSP8, Wetzlar, Germany) and microglial cells positive for CD74 + and Iba1 were quantified per mm^2^ in whole retinae.

### Determination of methylglyoxal levels

Methylglyoxal in retina tissue was determined by isotope dilution, tandem mass spectroscopy, following derivatization with 1,2-diaminobenzene [22]. Briefly, pre-weighted amounts of tissue (ca.10 mg) were homogenized in ice-cold 20% (wt/vol) trichloroacetic acid in 0.9% (wt/vol) sodium chloride (20 µl) and water (80 µl). An aliquot (5 µl) of the internal standard (13C 3 -MG; 400 nM) was then added and the samples vortexed mixed. Following centrifugation (14,000 rpm; 5 min @ 4 °C), 35 µl of the supernatant was transferred to an HPLC vials containing a 200 µl glass interest. An aliquot (5 µl) of 3% sodium azide (wt/vol) was then added to each sample followed by 10 µl of 0.5 mM DB in 200 mM HCl containing 0.5 mM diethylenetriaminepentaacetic acid (DETAPAC) in water. The samples were then incubated for 4 h at room temperature, protected from the light. Samples were then analyzed by LC–MS/MS using an ACQUITY™ ultra-high-performance liquid chromatography system with a Xevo-TQS LC–MS/MS mass spectrometer (Waters, Manchester, UK). The column was a Waters BEH C18 (100 × 2.1 mm) and guard column (5 × 2.1 mm). The mobile phase was 0.1% formic acid in water with a linear gradient of 0–100% 0.1% formic acid in 50% acetonitrile:water over 0–10 min; the flow rate was 0.2 ml/min and column temperature was 5 °C. The capillary voltage was 0.5 kV, the cone voltage 20 V, the interscan delay time 100 ms, the source and desolvation gas temperatures 150 and 350 °C, respectively, and the cone gas and desolvation gas flows were 150 and 800 l/h, respectively. Mass transitions (parent ion > fragment ion; collision energy), retention time, limit of detection, and recoveries were as follows: 145.0 > 77.1, 24 eV, 6.07 min, 0.52 pmol and 98%. Acquisition and quantification were completed with MassLynx 4.1 and TargetLynx 2.7 (Waters^®^).

### RNA-sequencing

Total retinal RNA was isolated using Trizol reagent according to the manufacturer’s protocol (Invitrogen, Carlsbad, CA, USA). Six retinae total RNA samples from each group were selected for RNA-sequencing to obtain an unbiased view of retinal transcriptome. Libraries of mRNA were prepared in a contract-research lab (Atlas Biolabs GmbH, Berlin, 145 Germany) by an RNA sample preparation kit (Illumina, San Diego, CA, USA), and single- 146 end sequenced with a 50 bp fragment size and 40–50 million reads per sample.

### RNAseq data analysis

RNA sequencing raw data were analyzed using a software package and standardized RNA Seq analysis workflow (Array Studio Version 10.1.3.3, Omicsoft Qiagen). This work-flow included alignment to a reference rat gene model, quantification, normalization, and finally detection of differentially expressed genes using the DESeq2 module (EMBL) [23]. Further pathway and in silico analyses were performed using the online software tool GNCPro (SABiosciences) and Astrocyte RNAseq Database.

### *C. elegans* maintenance and experimental groups

The wild-type strain (N2 Bristol) was used for the experiments and was provided by the Caenorhabditis Genetics Center which is funded by National Institutes of Health Office of Research Infrastructure Programs (P40 OD010440). *C. elegans* were cultivated on nematode growth medium (NGM) agar on 60-mm Petri dishes with Escherichia coli bacteria (OP50) as food source and maintained at 20 °C. Self-fertilizing hermaphrodites were removed after allowed to lay eggs to obtain age-synchronized nematodes. After hatching and reaching adulthood, the nematodes were maintained on NGM agar plates containing 300 μg/ml 5-fluorodesoxyuridine (FUdR, Sigma-Aldrich, München, Germany) to prevent hatching. These conditions were used as standard (S). High glucose conditions (HG) were established by transferring adult *C. elegans* to NGM-FUdR plates containing 200 mM glucose. For additional treatment, lixisenatide was added at concentration of 6 µM, 2 µM, 0.6 µM, 0.2 µM and 0.02 µM to the high glucose condition (HG + Lixi). Quantification of ROS formation was performed upon cultivation of animals for 12 days under S, HG or HG + Lixi conditions.

### Quantification of ROS formation

Confocal laser scanning microscopy (CLSM) was used for quantification of ROS formation as described previously [24]. The formation of ROS was detected by fluorogenic oxidation of the O2− sensitive dye hydroethidine to ethidium, according to standard methods. *C. elegans* were washed with phosphate-buffered saline three times and incubated with 3 µM of dihydroethidium for 30 min. We detected ethidium labelled ROS formation (excitation/emission maximum = 518/605 nm) using a 514 nm laser/filter combination and a detector slit of 600–680 nm. Image processing and analysis was performed by using ImageJ software [21]. Background was subtracted from imported raw data and formation of ROS was quantified by calculation of mean pixel values of areas containing single animals.

### Statistical analysis

GraphPad Prism 7.0 software (GraphPad Software Inc., San Diego, California, USA) was used for statistical analysis. Results are reported as means with associated standard deviation (MW ± SD). For comparison from two groups, ANOVA—analysis of variance with Tukey's posttest was performed. A *p* value < 0.05 was considered statistically significant.

## Results

### Metabolic data: lixisenatide treatment has no effect on glucose metabolism

To investigate the metabolic effects of lixisenatide, we analyzed the HbA1c levels, the blood glucose levels, the body weight and retinal methylglyoxal levels. Lixisenatide-treated animals demonstrated no differences in HbA1c levels (NC 4.22 ± 0.35%, DC 12.47 ± 1.11%, DC + Lixi 12.03 ± 1.25%) and blood glucose levels (NC 132.9 ± 6.36 mg/dl, DC 585.9 ± 198.1 mg/dl, DC + Lixi 595.5 ± 209.9 mg/dl, *n* = 7) nor in body weight (NC 540.6 ± 57.32 g, DC 370.6 ± 10.15 g, DC + Lixi 367.0 ± 12.37 g). Of note, retinal methylglyoxal levels were unaffected by lixisenatide treatment in diabetic rats (NC 1.399 ± 0.3376 pmol/mg, DC 11.99 ± 4.119 pmol/mg, DC + Lixi 10.16 ± 4.92 pmol/mg) (Fig. 1a–d).

**Fig. 1:**
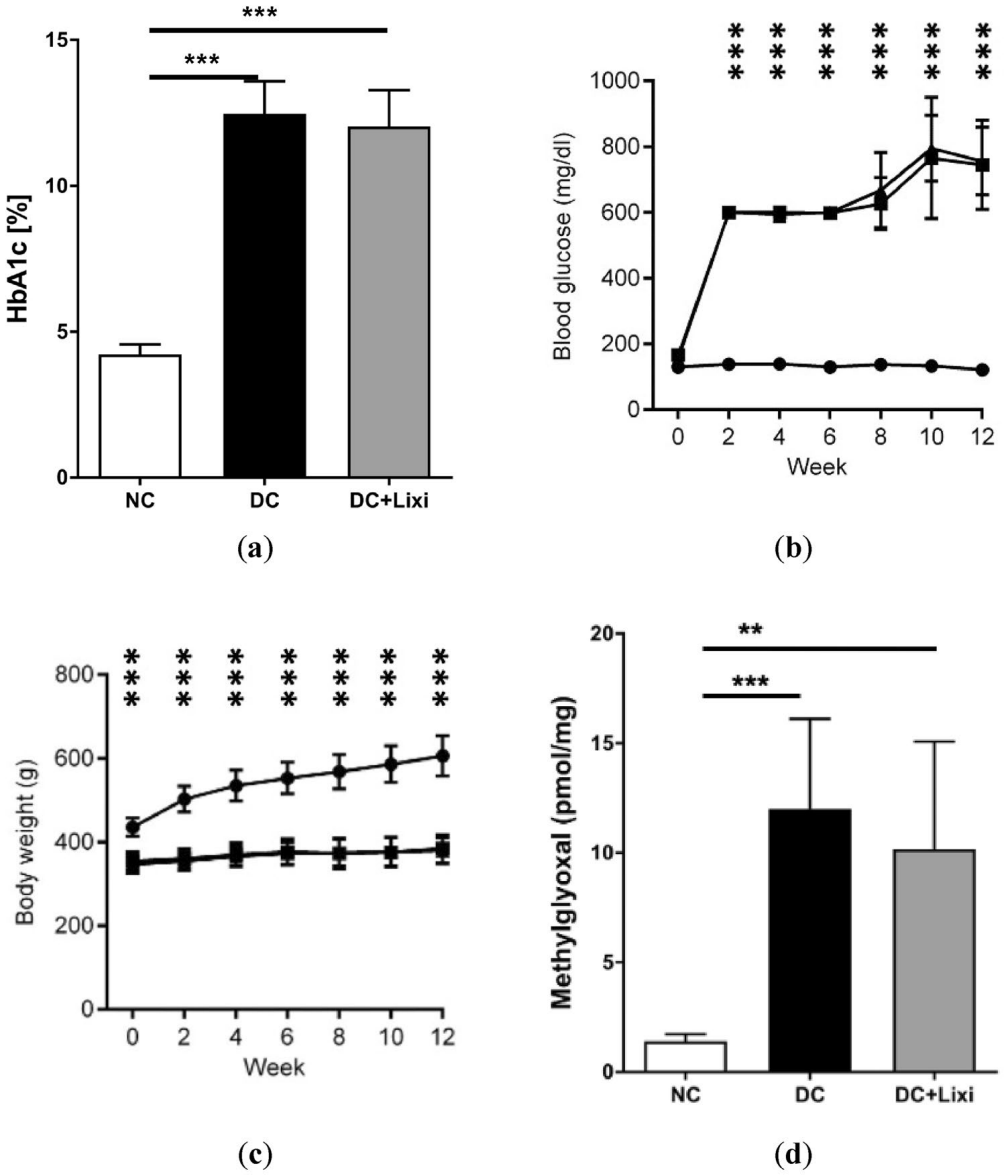
Metabolic and biochemical effects of lixisenatide in diabetic rats. **a** HbA1c (*n* = 6–13, 1way ANOVA, Tukey´s multiple comparisons test, ***p < 0.001), **b** blood glucose (● NC = non-diabetic; ■ DC = diabetic; ▲ DC + Lixi = Lixisenatide-treated diabetic, *n* = 7, 2way ANOVA, Tukey´s multiple comparisons test, ***p < 0.001: significance NC vs. DC and NC vs. DC + Lixi), **c** body weight (● NC = non-diabetic; ■ DC = diabetic; ▲ DC + Lixi = Lixisenatide-treated diabetic, *n* = 9–13, 2way ANOVA, Tukey´s multiple comparisons test, ***p < 0.001: significance NC vs. DC and NC vs. DC + Lixi) and **d** retinal methylglyoxal concentrations (*n* = 6, 1way ANOVA, Tukey´s multiple comparisons test, ***p < 0.001). All data are expressed as mean ± SD

### Lixisenatide preserves the retinal vasculature and neuroretinal function

After 12 weeks of diabetes, the rats showed increased numbers of acellular capillaries compared to controls (NC 40.17 ± 5.85 AC/mm^2^ retinal area vs. DC 88.50 ± 11.74 AC/mm^2^ retinal area, *n* = 6), which was significantly reduced upon lixisenatide treatment (DC 88.50 ± 11.74 AC/mm^2^ retinal area vs. DC + Lixi 64.67 ± 11.83 AC/mm^2^ retinal area, *n* = 6) (Fig. 2a). Furthermore, pericyte numbers were reduced by 13% in diabetic rat retinae compared to non-diabetic controls (NC 2168 ± 219.4 PC/mm^2^ retinal area vs. DC 1885 ± 181 PC/mm^2^ retinal area, *n* = 6). Lixisenatide treatment lead to a protection from pericyte loss, as DC + Lixi animals had pericyte numbers similar to non-diabetic controls (NC 2168 ± 219.4 PC/mm^2^ retinal area vs. DC + Lixi 2120 ± 98.19 PC/mm^2^ retinal area, *n* = 6) (Fig. 2b).

**Fig. 2:**
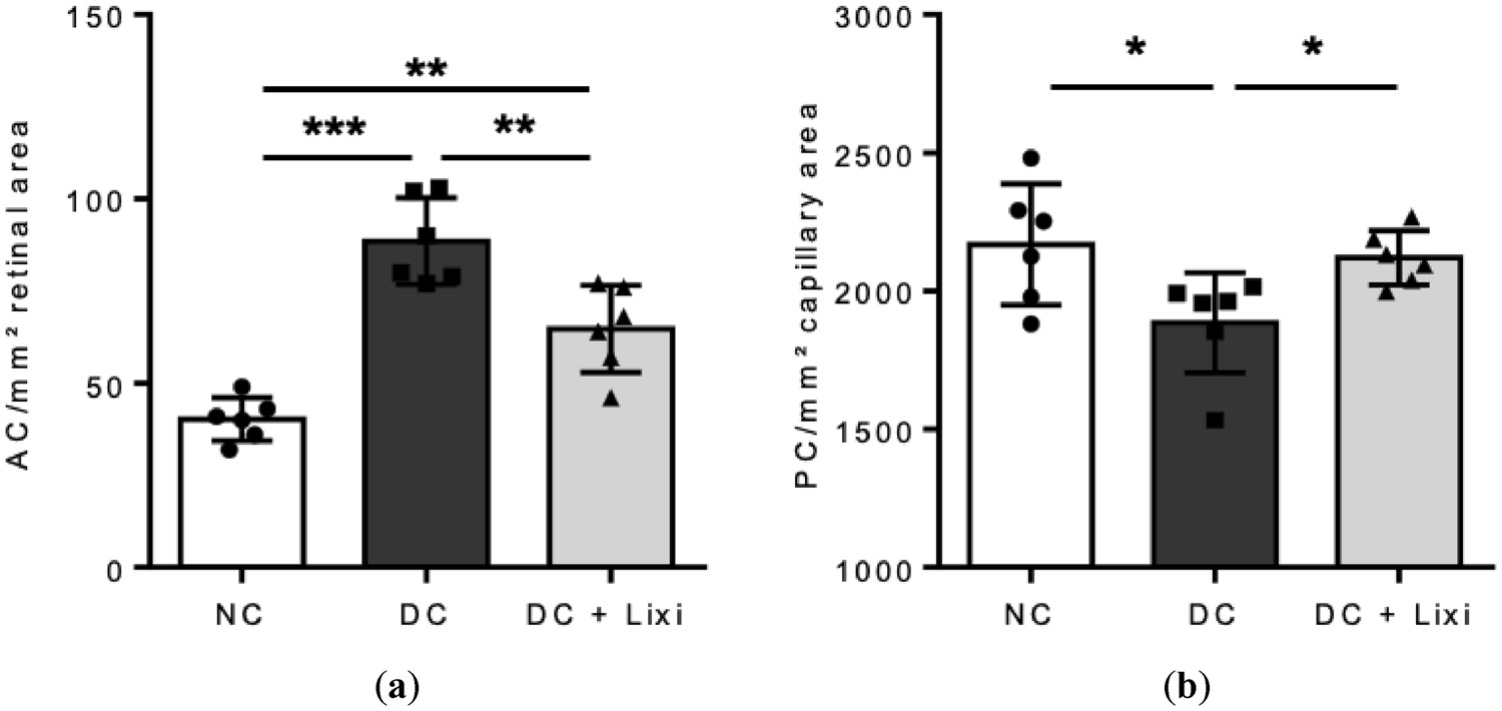
Effect of lixisenatide on experimental diabetic retinopathy. **a** Numbers of acellular capillaries and **b** pericyte numbers in capillary areas were determined by quantitative retinal morphometry of PAS-stained retinal digest preparations. NC = non-diabetic; DC = diabetic; DC + Lixi = Lixisenatide-treated diabetic. Data are expressed as mean ± SD; 1way ANOVA, Tukey´s multiple comparisons test (**a**) and unpaired t-test (**b**), * *p* < 0.05, **p < 0.01, ***p < 0.001

We assessed the neuroretinal function using mfERG. Photoreceptor function (a-wave amplitude) was unaffected by diabetes and unchanged upon lixisenatide treatment (DC 0.5360 ± 0.2044 a-wave amplitude/segment [µV] vs. DC + Lixi 0.6648 ± 0.1499 a-wave amplitude/segment [µV], *n* = 4) (Fig. 3a). After 12 weeks, lixisenatide treatment preserved the function of inner retinal neurons (b-wave amplitude) compared to untreated diabetic animals (DC 0.6683 ± 0.0824 b-wave amplitude/segment [µV] vs. DC + Lixi 1.1810 ± 0.1076 b-wave amplitude/segment [µV], *n* = 4–5) (Fig. 3b).

**Fig. 3:**
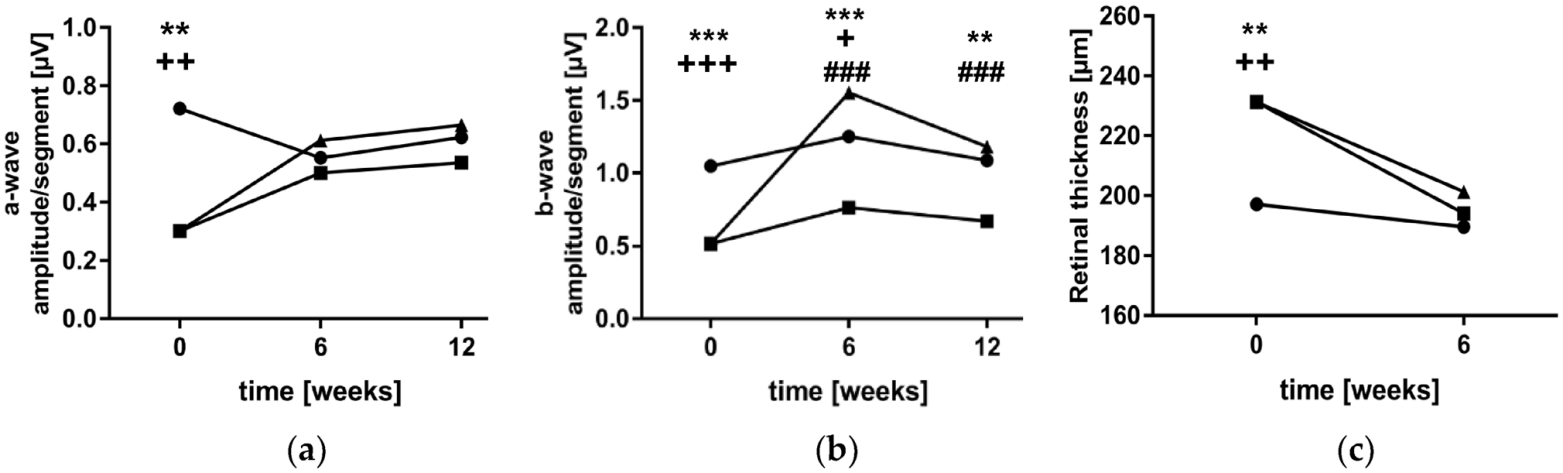
Assessment of neuroretinal function of lixisenatide. Multifocal electroretinography measurements of **a** a-wave amplitude (photoreceptor function) and **b** b-wave amplitude (inner retinal neurons) at 12 weeks. **c** OCT of retinal thickness at 6 weeks. ● NC = non-diabetic; ■ DC = diabetic; ▲ DC + Lixi = Lixisenatide-treated diabetic. Data are expressed as mean ± SD, 2way ANOVA, Tukey’s multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001. *NC versus DC, + NC versus DC + Lixi, # DC versus DC + Lixi

Retinal thickness was measured using OCT as an indicator of neurodegeneration. In diabetic animals, we observed an initial increased retinal thickness compared to non-diabetic animals due to osmotic effect or direct STZ treatment (NC 197.0 ± 11.53 retinal thickness [µm], DC 231.2 ± 14.65 retinal thickness [µm], *n* = 3–5). No structural changes were detected after 6 weeks in diabetic animals and in lixisenatide treated compared to diabetic animals (NC 189.5 ± 10.66 retinal thickness [µm], DC 194.0 ± 6.38 retinal thickness [µm] and DC + Lixi 201.2 ± 4.38 retinal thickness [µm], *n* = 4–5) (Fig. 3c).

### Macro- and microglial activation is mitigated by lixisenatide

To study the effect of lixisenatide on diabetic gliosis for macroglia activation (Müller glia), GFAP was used as a marker and quantified by Western blotting (Fig. 4a). In diabetic rats, the levels of retinal GFAP were 600% higher than in control animals, indicating Müller cell gliosis (NC 0.04 ± 0.01 vs. DC 0.28 ± 0.09, *n* = 5–6). This increased GFAP expression was reduced by 50% upon lixisenatide treatment in diabetic animals (DC 0.28 ± 0.09 vs. DC + Lixi 0.14 ± 0.10, *n* = 5–6) (Fig. 4b).

**Fig. 4:**
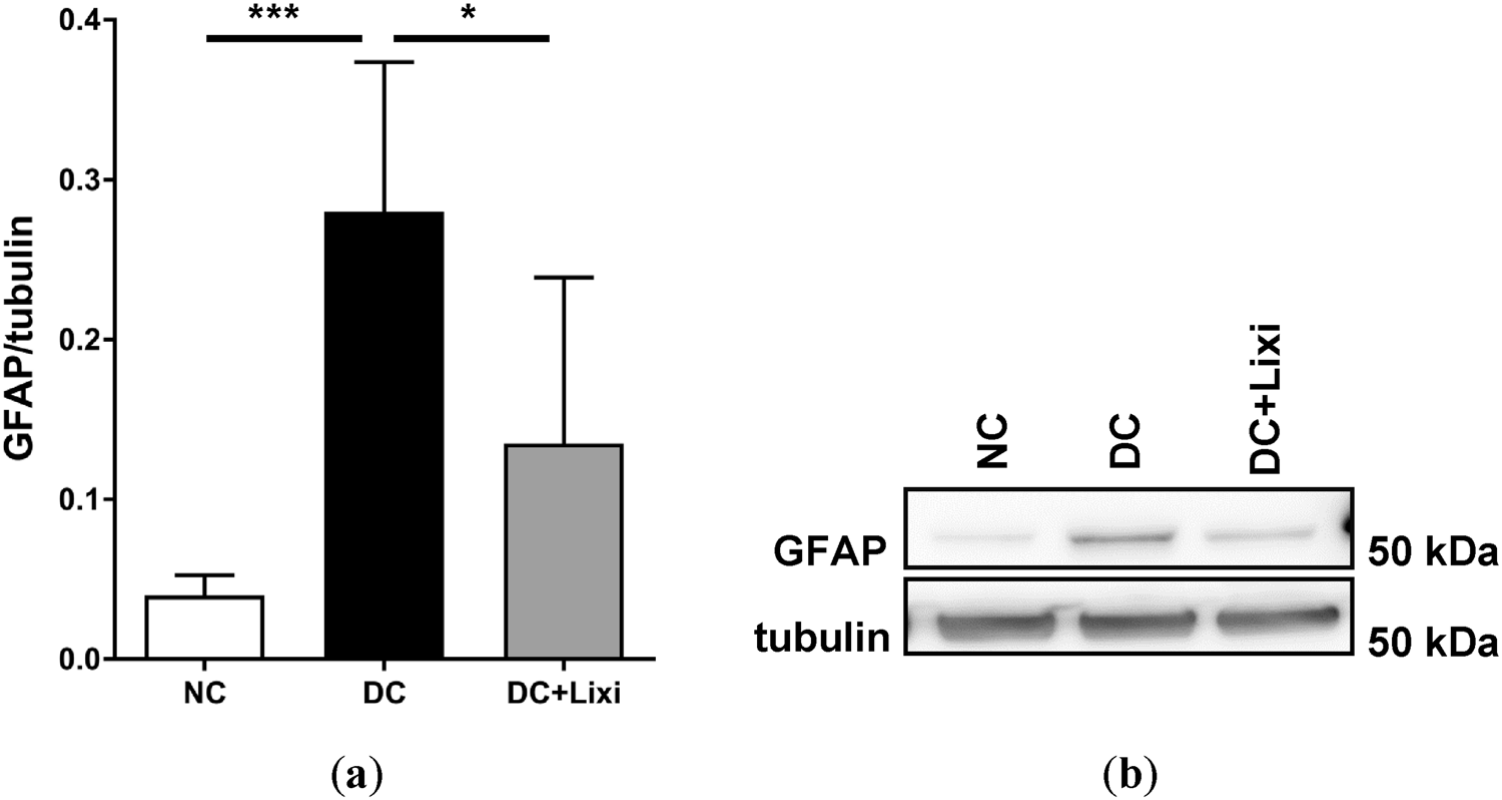
Quantification of glial activation. **a** Glial activation was quantified by Western blotting using GFAP (glial fibrillary acidic protein) as a marker (*n* = 5–6). **b** Representative blot for GFAP and *β*-Tubulin as loading control. NC = non-diabetic; DC = diabetic; DC + Lixi = Lixisenatide-treated diabetic. Data are expressed as mean ± SD, 1way ANOVA, Tukey´s multiple comparisons test, *p < 0.05, ***p < 0.001

We assessed proliferation and activation of retinal microglia using immunofluorecense stainings for Iba1 + and CD74 + in retinal whole mount preparations. In diabetic animals, the number of microglial cells was significantly increased (NC 96.43 ± 49.44 microglia/mm^2^ vs. DC 367.2 ± 22.06 microglia/mm^2^, *n* = 3). Systemic treatment with lixisenatide reduced the number of microglia (DC + Lixi 211.7 ± 69.0 microglia/mm^2^, *n* = 3) (Fig. 5a). In line with the proliferation of microglia in retinae of diabetic animals, the numbers of CD74 + positive activated microglia were significantly higher in diabetic rats compared to non-diabetic controls (NC 5.996 ± 2.022 CD74 + cells/mm^2^ vs. DC 20.07 ± 2.579 CD74 + cells/mm^2^, *n* = 3). Lixisenatide treatment completely prevented the increase in microglial activation in diabetic animals (DC + Lixi 7.46 + 5 ± 2.706 CD74 + cells/mm^2^, *n* = 3) (Fig. 5b).

**Fig. 5:**
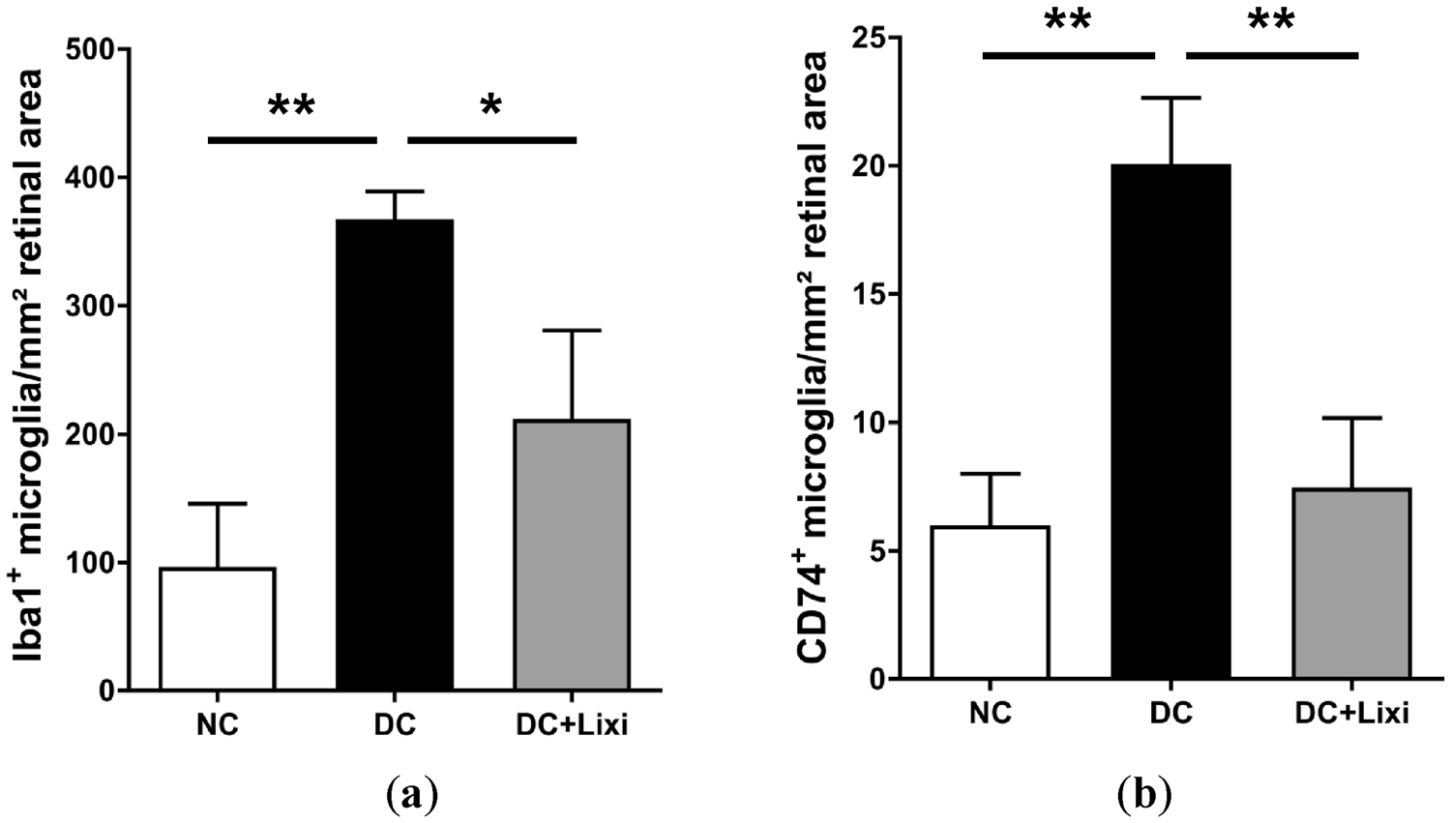
Quantification of microglial activation. Assessment of microglial activation by quantification of **a** Iba-1 + and **b** CD74 + positive cells (*n* = 3). NC = non-diabetic; DC = diabetic; DC + Lixi = Lixisenatide-treated diabetic. Data are expressed as mean ± SD, 1way ANOVA, Tukey´s multiple comparisons test, *p < 0.05, **p < 0.01

### Lixisenatide treatment normalizes gene expression changes in diabetic animals

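Retinal RNA of 18 male Wistar rats was sequenced, with 6 animals in each of 3 groups, namely healthy controls (NC), diabetic animals without lixisenatide (DC), which the paper calls untreated, and diabetic animals given lixisenatide (DC + Lixi). The authors' sample labels give placebo as the treatment of NC and DC, of which the paper makes no mention. Diabetes had been induced with 35 mg/kg streptozotocin, a toxin of the insulin-producing beta cells. Lixisenatide, an agonist of the GLP-1 receptor, was given at 150 µg/kg body weight, and the retinae were taken at 12 weeks. Each animal gave 1 library of single-end reads made from mRNA. The authors aligned the reads to a rat gene model and quantified them in Array Studio, and deposited estimated counts and FPKM values for 32623 genes, identified by Ensembl gene numbers. The files used here do not pair these numbers with gene names, and of the tables at hand none did, so genes are described as groups. The authors' sample sheet gives the number of alignments per library. It was 55644667 to 62999356 (median 57681493.5) in NC, 49487399 to 59558557 (median 55949436.5) in DC and 52280272 to 68360387 (median 60929737.5) in DC + Lixi, where the paper gives 40 to 50 M reads per sample. The counts per library, after the step described next, summed to 31291520 to 35397767 (median 32538778) in NC, 28311620 to 32410712 (median 30532924) in DC and 28954134 to 39131620 (median 34350918) in DC + Lixi. No count was given for 46805 of the 587214 cells of the count table. Of these, 42724 had an FPKM of 0 and were taken as 0. A count was restored from the FPKM value in 1336 other cells, and the remaining 2745 cells belonged to genes with no count to scale from and were set to 0. Counts were then rounded, scaled by TMM and tested with edgeR's quasi-likelihood test over the 16524 genes that passed its filter on low counts. All 18 libraries entered a single fit, and p-values were adjusted by Benjamini-Hochberg. Counts were also simulated for these 16524 genes with 200 of them changed in DC vs NC, and 16388 genes passed the filter anew. There the same steps recovered 70 of 100 genes changed by 1.5-fold and 86 of 100 changed by 2-fold, with 8 false calls.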

To identify gene regulatory mechanisms mediating the protective effects of lixisenatide, we performed RNA sequencing of rat retinae (*n* = 6). Diabetes induced gene expression change in a total of 66 genes. 

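In the retinae of untreated diabetic animals, 1547 genes were higher and 1105 genes were lower than in NC (DC vs NC, adjusted p under 0.05, edgeR). These 2652 genes were 16% of the 16524 genes tested. The genes that rose did so by more than the others fell, with a median of 1.38-fold for the former and 1.17-fold for the latter. At least a 2-fold change was seen in 307 of the genes that rose and in 45 of those that fell. A rise of 4-fold or more was seen in 56 genes, and 9 genes fell by as much. Gene ENSRNOG00000019018 had the smallest p among the genes that rose. Its normalized count (CPM, TMM-scaled) was 22.4 ± 1.80 (SD, n = 6) in NC and 35.9 ± 3.17 (SD, n = 6) in DC, a log2 fold change of 0.68 (standard error 0.07, adjusted p = 0.000122 from edgeR). Gene ENSRNOG00000015859 followed, with 2.38 ± 0.337 (SD, n = 6) CPM in NC and 8.72 ± 1.72 (SD, n = 6) in DC. Of the genes that fell, ENSRNOG00000004229 went from 9.41 ± 0.949 (SD, n = 6) to 4.90 ± 0.590 (SD, n = 6) CPM, with a log2 fold change of -0.94 (standard error 0.11, adjusted p = 0.00051 from edgeR). ENSRNOG00000034230 went from 2.13 ± 0.376 (SD, n = 6) to 0.853 ± 0.294 (SD, n = 6) CPM. These 4 genes were chosen after their values were seen, for the smallest p in each direction, and in each of them all 6 DC animals lay beyond all 6 NC animals. The dotted lines of Fig. 6 stand at a p of 0.01 and a fold change of 1.5, and 345 genes lay beyond both when the adjusted p was used, of which 311 were higher and 34 were lower in DC. This count was 558 with DESeq2, 221 without NC animal 432, 201 without NC 438, 228 without NC 439, 190 without DC animal 390, 547 without DC 425 and 165 without DC 430, where the 2652 genes became 1752 without DC 390, 1485 without DC 430 and 3531 without DC 425. The RNA integrity number of the same RNA was 9.35 ± 0.105 (SD, n = 6) in DC and 8.77 ± 0.103 (SD, n = 6) in NC, with every DC sample above every NC sample (exact permutation test, two-sided, p = 0.00216, the smallest it can give). With this number as a covariate, an alternative chosen after seeing the data, no gene passed the threshold (2402 genes had an unadjusted p under 0.05), while the log2 fold changes had a median of 0.953 of their size without it (jackknife standard error 0.484, 0.532 without DC + Lixi animal 428 and up to 1.21 without others) and their median standard error rose from 0.08 to 0.13. With 1 surrogate variable as a covariate 1027 genes passed, 99 of them beyond the lines of Fig. 6. This variable was estimated from the same counts and differed among the DC animals (0.473 in 390, -0.326 in 425). It may have taken up part of the difference between DC and NC, which was not tested.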

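Compared with NC, the retinae of lixisenatide-treated diabetic animals had 157 genes higher and 97 genes lower (DC + Lixi vs NC, adjusted p under 0.05, edgeR), against the 2652 genes of DC vs NC. Of these 254 genes, 219 had also changed in DC vs NC and in the same direction, 142 of them upward and 77 downward, and no gene had changed in opposite directions. Independent lists of these lengths would share 14.7 genes upward and 6.5 downward. Both comparisons use the same NC libraries, so part of the overlap may come from these. Simulated unchanged groups called 0.15 genes on average in DC vs NC, too few to give an overlap. There no group differed and genes varied independently. The simulation therefore cannot show how much overlap shared NC libraries give where DC differs from NC. When the NC libraries were split so that each comparison had its own 3, the overlap in the same direction was 2.4 genes on average (0 to 31 over 20 splits), with 12.7 genes called in DC + Lixi vs NC (0 to 187). Independent lists of these lengths would share 0.229 genes upward (0 to 3.71) and 0.0885 downward (0 to 1.12). The fold changes of the 2 comparisons had a covariance of 0.0867 across genes, which are not independent replicates, and of 0.0196 in the simulated groups. With separate NC libraries for each comparison it was 0.0711 (0.0601 to 0.076 over 20 splits), so most of the covariance remained without shared NC libraries. ENSRNOG00000015859 stood at 4.85 ± 1.80 (SD, n = 6) CPM in DC + Lixi, and ENSRNOG00000004229 at 6.72 ± 1.17 (SD, n = 6), each between the NC and DC means. No gene of DC + Lixi vs NC lay beyond the lines of Fig. 6 with edgeR or limma-voom, where DESeq2 gave 98 genes, and 3189 genes had an unadjusted p under 0.05. The edgeR count became 16 with 1 surrogate variable and 11 without DC + Lixi animal 401. It was 1 without NC animal 439, 1 without DC + Lixi 403 and 0 without any other animal. The balance of higher and lower genes among those called depended on the processing, with 139 higher and 294 lower when counts were scaled by their totals only, and 76 higher and 109 lower when only NC and DC + Lixi entered the fit. The number changed was 27 without DC + Lixi animal 428 and 611 without DC + Lixi animal 401. In DC + Lixi vs NC and in DC vs NC, 834 and 3133 genes changed with DESeq2, and 116 and 2545 with limma-voom. These counts were 658 and 1027 with 1 surrogate variable, and 45 and 0 with the RNA integrity number as a covariate.

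**Figure D1:**
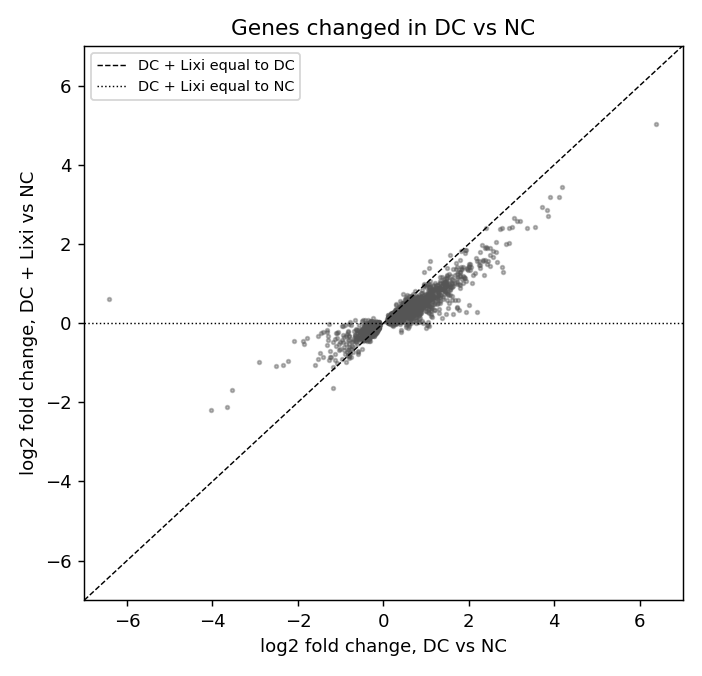
Log2 fold change of each of the 2652 genes changed in DC vs NC (horizontal axis) against its log2 fold change in DC + Lixi vs NC (vertical axis), 1 point per gene, from edgeR. Points on the dashed line have equal means in DC + Lixi and DC, points on the dotted line have equal means in DC + Lixi and NC, and 91.6% of the genes lie between the lines.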

Lixisenatide normalized the expression of these genes in diabetic animals (DC + Lixi vs. NC) to the level of healthy control animals. 

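Among the 2652 genes changed in DC vs NC, the mean of DC + Lixi lay between those of NC and DC for 2429 genes, beyond DC for 165 and beyond NC for 58. The median ratio of the log2 fold change in DC + Lixi vs NC to that in DC vs NC was 0.60 (quartiles over genes 0.43 and 0.758), where 0 stands for the NC level and 1 for the DC level. It was 0.604 for the genes higher in DC and 0.593 for those lower in DC. For the 345 genes beyond the lines of Fig. 6 it was 0.624, with a median change of 2.11-fold in DC vs NC and 1.56-fold in DC + Lixi vs NC. The median ratio over the 2652 genes was also taken for each DC + Lixi animal from its log2 CPM. It was 0.173 in animal 401, 0.29 in 419, 0.425 in 418, 0.715 in 388, 0.912 in 403 and 0.959 in 428 (SD 0.33). The RNA integrity number was 8.9 ± 0.335 (SD, n = 6) in DC + Lixi, lower than in DC by 0.45 (exact permutation test, two-sided, p = 0.013, adjusted p = 0.0312 over 12 comparisons) and so nearer to the 8.77 of NC. Genes selected for a large difference between DC and NC can lie nearer to NC in another diabetic group through the selection alone, so the labels DC and DC + Lixi were also reassigned at random among the 12 diabetic animals with genes called anew. Of 100 assignments, the real one included, 5 gave a ratio as low as the real one, and the median of the others was 0.919. When genes were called in 3 NC and 3 DC animals and measured in the other 3 and 3, the median ratio was 0.687 over the 58 of 100 halvings that called at least 10 genes.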

The effect of treatment on diabetic animals was moderately regulated (Fig. 6a–c).

**Fig. 6:**
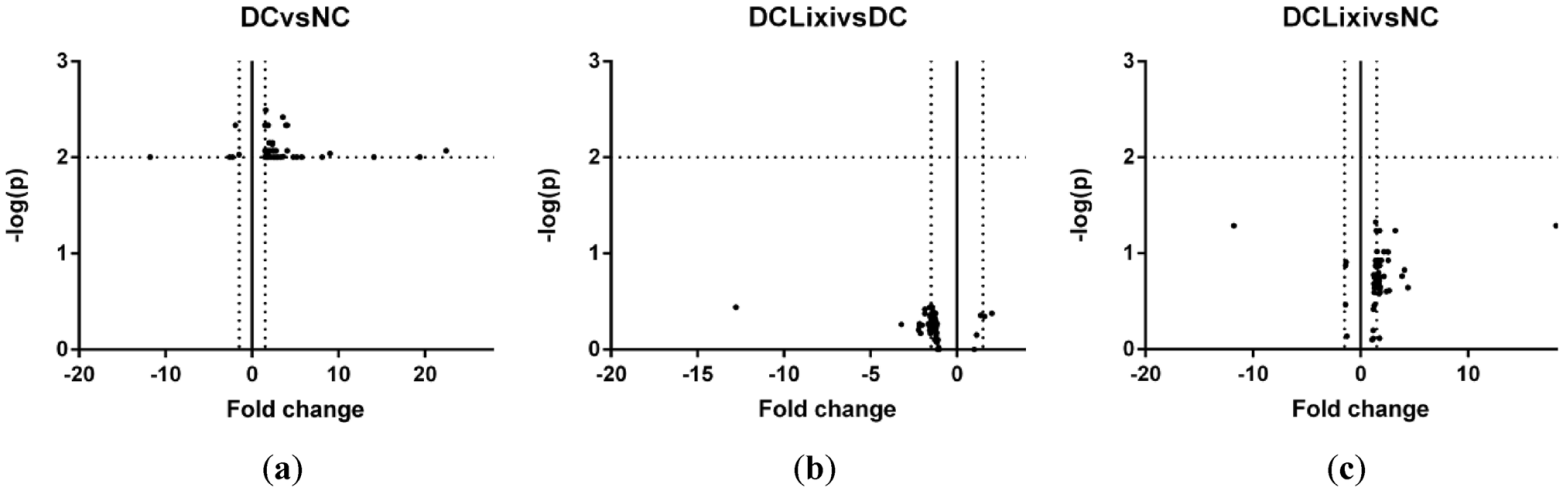
Volcanoplot of genes detected by RNAseq of retinae (*n* = 6). **a** 66 genes show significant levels of regulation between the untreated diabetic animals and the healthy control animals (DC vs. NC). **b** Lixisenatide normalizes diabetic gene regulation. **c** The differences between untreated and Lixisenatide-treated diabetic animals are not statistically significant (DC + Lixi vs. DC)

A representative selection of the genes shown in Fig. 6 is summarized in Table 1.

**Table 1:** Genes with expression changes

Gen-Symbol	Gen-name	Fold change		
		DC versus NC	DC + Lixi versus NC	DC + Lixi versus DC
Gfap	Glial fibrillary acidic protein	14.10	4.39	− 3.21
Cebpd	CCAAT/enhancer binding protein delta	9.02	4.07	− 2.22
Chi3l1	Chitinase 3 like 1	5.17	2.39	− 2.16
A2m	Alpha-2-macroglobulin	4.76	2.36	− 2.02
Clec3b	C-type lectin domain family 3, member B	4.06	2.57	− 1.58
Pgf	Placental growth factor	3.93	2.50	− 1.57
Mt2A	Metallothionein 2A	3.60	3.21	− 1.12
Fos	FBJ osteosarcoma oncogene	3.32	2.17	− 1.53
Tnfrsf1a	TNF receptor superfamily member 1A	2.95	1.82	− 1.62
Cd6	Cd6 molecule	2.69	1.72	− 1.57
Ednrb	Endothelin receptor type B	2.48	1.77	− 1.40
Mlc1	Megalencephalic leukoencephalopathy with subcortical cysts 1	2.46	1.75	− 1.40
Hcls1	Hematopoietic cell specific Lyn substrate 1	2.16	1.86	− 1.16
Ets2	ETS proto-oncogene 2, transcription factor	2.14	1.58	− 1.35
Tshr	Thyroid stimulating hormone receptor	1.96	1.55	− 1.27
Pim1	Pim-1 proto-oncogene, serine/threonine kinase	1.93	1.63	− 1.19
Aqp4	Aquaporin 4	1.71	1.47	− 1.16
Rras	Related RAS viral (r-ras) oncogene homolog	1.70	1.39	− 1.22
Slc1a3	Solute carrier family 1 member 3	1.65	1.31	− 1.26
Msn	Moesin	1.64	1.35	− 1.22
Bend4	BEN domain containing 4	1.61	1.20	− 1.34
Plat	Plasminogen activator, tissue type	1.59	1.39	− 1.14
Ltbr	Lymphotoxin beta receptor	1.56	1.28	− 1.22
Ier3	Immediate early response 3	1.54	1.46	− 1.06
Adamtsl1	ADAMTS-like 1	1.50	1.21	− 1.24

### Ets2 is identified as a regulator of inflammatory genes

To identify the annotations and the nature of the relationships involved in the genes, in silico analyses were performed using GNCPro. Ets2 was identified as a regulator of several inflammatory genes, predicting interactions by co-expression, regulation, physical interaction, predicted protein interaction or predicted transcription factor regulation. The data obtained from retina RNA sequencing were specified to retinal cell types using in silico cell-type analysis of the identified genes. Here, the identified genes were annotated to astrocytes (76%), microglia (45%), endothelial cells (42%) and neurons (26%). After identifying astrocytes as the primary target structure from the in silico analysis, a regulatory network for astrocyte-annotated genes was performed. This predicted a relationship between the genes Ets2, FOS and JUN, which are involved in the regulation of NFKB1 (Fig. 7).

**Fig. 7:**
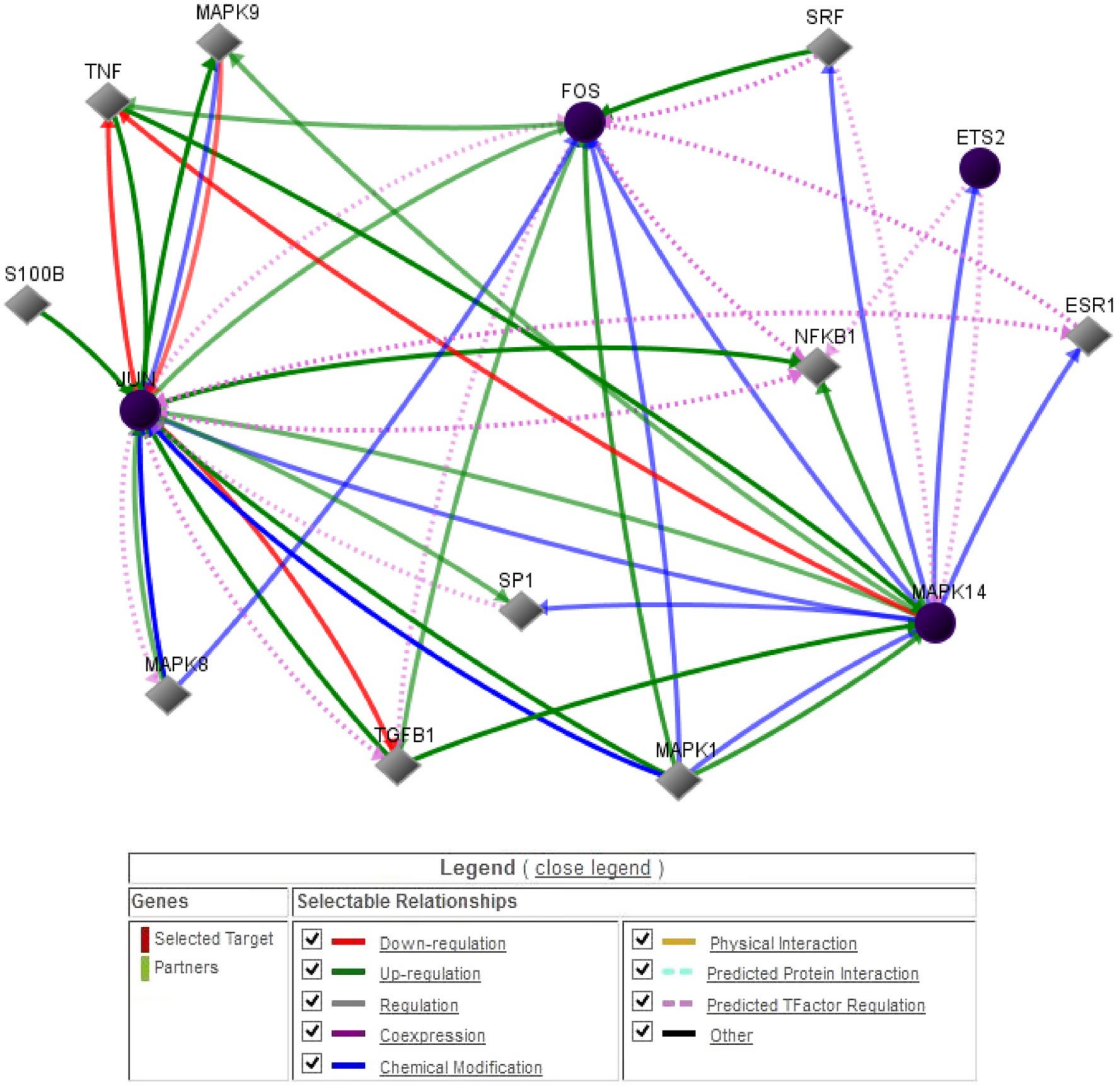
Regulatory network of astrocyte-annotated genes. The genes Ets2, FOS and JUN are phosphorylated via p38/MAPK14 (blue arrows). MAPK14 and JUN lead to the upregulation of NFKB1 (green arrows) (Color figure online)

### Lixisenatide-reduced ROS formation under HG condition in *C. elegans* in a concentration-independent manner

The short lifespan, an accessible and well-characterized nervous system, the absence of a vascular system and the high homology to human genes (40%) make *C.* *elegans* as a model organism very attractive [25, 26]. The absence of a vasculature and the fact that neurons constitute over one third of its total somatic cell population allows it to serve as a model for the study of neurodegenerative processes [27], such as a surrogate for the isolated study of neuronal function in the pathogenesis of DR. *C.* *elegans* also lacks a GLP-1R orthologue, so the immediate properties of GLP-1 RAs, such as lixisenatide, can be analyzed from its GLP-1R-mediated effects. Cultivation of nematodes under high glucose (HG) condition causes increased ROS formation compared to standard (S) condition (S 8.79 ± 1.84 AU/pixel, HG 21.54 ± 7.46 AU/pixel, *p* < 0.001), which was significantly reduced upon Lixisenatide treatment independent of concentration (HG Lixi 0.02 µM 10.03 ± 3.27 AU/pixel; HG Lixi 0.2 µM 8.87 ± 2.70 AU/pixel; HG Lixi 0.6 µM 11.05 ± 3.06 AU/pixel; HG Lixi 2 µM 8.26 ± 3.26 AU/pixel; HG Lixi 6 µM 10.66 ± 3.95 AU/pixel). Lixisenatide treatment under HG conditions reduced ROS formation to normal levels (Fig. 8 a-b).

**Fig. 8:**
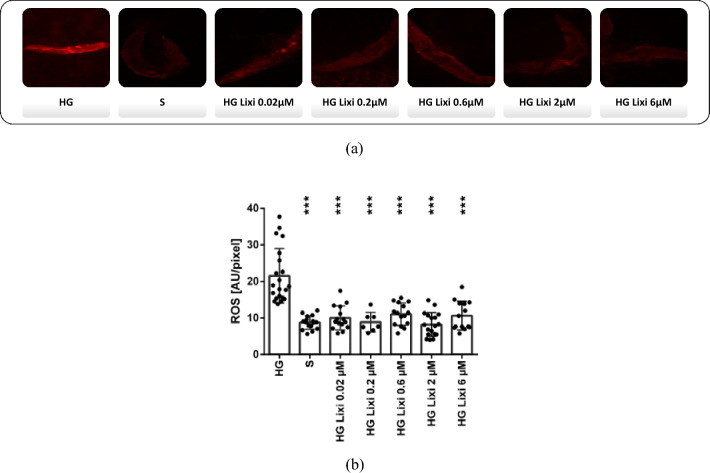
Formation of reactive oxygen species (ROS) in *C. elegans*. Nematodes were cultured under standard (S) or high glucose (HG) conditions. For additional treatment, lixisenatide was added at concentration of 6 µM, 2 µM, 0.6 µM, 0.2 µM and 0.02 µM to the high glucose condition (HG + Lixi). ROS formation was detected by confocal laser scanning microscopy (CLSM) of ethidium-labeled nematodes at 12 days of age and quantified by calculation of mean pixel values [arbitrary units (AU)/pixel]. Shown are the results of one representative experiment from three independent experiments. **a** Representative CLMS images of the respective groups. **b** Summary of quantified ROS formation. Shown are MW ± SD (*n* = 7–21). Significance against HG condition was calculated using Tukey's multiple comparisons test, ***p < 0.001

## Discussion

Diabetic retinopathy is a disease of the entire retinal neurovascular unit (NVU). The cause of the loss of pericytes and endothelial cells is a combination of reactive metabolites through chronic hyperglycemia, mitochondrial overproduction of ROS and AGEs [28, 29]. Inflammatory and proapoptotic signaling pathways are also involved as a cause of loss [28]. Several mechanisms have been suggested as responsible for glucose-mediated damage. Each of these mechanisms has been studied independently of the others. The Unifying Hypothesis made clear that all these seemingly unrelated mechanisms are due to a single process triggered by hyperglycaemia: the overproduction of reactive oxygen species by the mitochondrial electron transport chain [30].

In this study, it was shown that lixisenatide has a protective effect on the retina (reduction of acellular capillaries) but does not reduce the AGE precursors MG level, while in *C. elegans* an antioxidant effect was measured. The discovery that lixisenatide has protective properties on the entire neurovascular unit even though methylglyoxal levels in the retinas remain high has not been observed previously and is novel. Independent of metabolic effects, lixisenatide was protective on retinal vasoregression, neuronal dysfunction and glial activation.

Current treatments for retinopathy are not fully effective in delaying or stopping the development of disease. Laser therapy and intraocular injections of anti-VEGF agents are the established treatments, which are normally only used in advanced disease stages when microvascular abnormalities are already observed. However, these treatments are invasive and can have significant side effects [31]. Accordingly, a better understanding of the molecular mechanisms underlying the pathogenesis of retinopathy is essential. There is a dozen of classes of drugs approved for the treatment of T2D, including insulin, DPP4 inhibitors and GLP-1 RA. A significant number of potential therapeutic targets for the treatment of diabetic complications have been proposed using current rodent model, but the encouraging results obtained in preclinical studies have failed thus far in clinical trials [32]. The UK Prospective Diabetes Study (UKPDS) has demonstrated the close relationship between blood glucose levels and the development and progression of DR. The clinical study analyzed patients with type 2 diabetes mellitus (T2DM) between 1977 and 1997. It was shown that intensive blood glucose control reduced DR by 25% compared to conventional treatment. An intensive insulin therapy slowed progression of diabetic retinopathy by 54% [33]. Dietrich et al. [17] performed a study in STZ diabetic Wistar rats with linagliptin (DPP4 inhibitor) on the neurovascular unit of the retina and demonstrated the protective effect on the microvasculature of the diabetic retina, due to most probably a combination of neuroprotective and antioxidant effects on the neurovascular unit. The DDP4 inhibitor in this study had the potential to reduce vascular protection by inhibiting GLP-1 degradation products such as GLP-1(9–37) and GLP-1(9–36) amide, as the degradation products of active GLP-1 are supposed inhibitors of mitochondrial ROS overproduction [34, 35].

In contrast to the study using the DPP-4 inhibitor linagliptin, methylglyoxal levels in the rat retinae remained unaffected and the antioxidant properties of the GLP-1 RA lixisenatide and the positive effect on neuronal functions in *C. elegans* was demonstrated [17]. *C. elegans* which lacks a GLP-1 receptor serves as a surrogate for demonstrating antioxidant properties of lixisenatide independently of GLP receptor functions.

The expression of a functional GLP-1 receptor in the retina, however, is assessed differently. While there is some published evidence for a functional receptor in the mouse [36, 37], data have been published that using specific molecular tools only few ganglion cells in the healthy human retina express the receptor, while in advanced diabetic retinopathy, the receptor is no longer detectable [29, 38, 39]. We therefore suggest that in synopsis of the available data, we consider the observed effects of lixisenatide to be largely independent of a potentially existing GLP-1 receptor.

Oxidative stress plays a central role in the pathogenesis and progression of diabetic retinopathy. During the process of NVU impairment in diabetic retinopathy, reactive oxygen species (ROS) are generated due to the imbalance between free radical formation and degradation. Most pathological pathways, e.g., the polyol pathway, the hexosamine pathway, the AGE pathway and the PKC pathway, can result in oxidative stress [28]. In addition, there are synergistic effects of all the above changes, leading to extensive retinal cell damage and thus progression of DR [40]. Several studies have investigated the effects of antioxidant supplementation on diabetes in general and on its complications. Extensive reviews [41–46] have evaluated the finding:

Antioxidants appear to be promising in inhibiting the development of DR in animal models. For example, thiamine (vitamin B1) is an essential cofactor for several enzymes in the Krebs cycle and a protective substance against metabolic damage caused by diabetes. Previous studies have shown that thiamine and benfotiamine (a lipophilic form of thiamine) prevent retinal pericytes from apoptosis induced by mitochondrial dysfunction, as well as retinal histopathology and other metabolic pathways associated with the development of diabetic retinopathy[47, 48]. There are other known antioxidants that are thought to have a high therapeutic potential in diabetic retinopathy. To name a few other examples Aminoguanidine (Inhibits the accelerated death of retinal capillary cells and development of retinopathy, inhibits lipid peroxidation and AGEs formation); Lipoic acid (Attenuates the apoptosis of retinal capillary cells and acellular capillaries, decreases the levels of nitrotyrosine, VEGF and oxidatively modified proteins, activation of NF-kB) and Vitamin C/E (Reduce neovascularization, prevent the inhibition of retinal GR, GPx and SOD activities) have also shown positive properties on the DR [46]

As lixisenatide likewise inhibits inflammatory and proapoptotic signal pathways suggesting that oxidative Fstress induces a cascade in which the latter induces the former. Both macroglial and microglial activation were reduced by lixisenatide. It is already known that activated microglia produce glutamate, iNOS (Inducible Nitric Oxide Synthase) and pro-inflammatory cytokines such as IL-1β, IL-6, IL-12 and TNFα, which can result in the activation of caspases, accelerating cell retinal death [49]. Using RNA sequencing, 66 genes were identified that showed significant gene expression changes in diabetic animals compared to healthy controls. 

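Genes of low and middle expression made up most of the larger rises in DC vs NC. Of the 2704 genes with a mean FPKM below 1, 8.2% were higher in DC and 1.7% were lower (adjusted p under 0.05, edgeR). A rise of at least 2-fold was seen in 118 of these 221 higher genes. Of the 5946 genes with an FPKM of 1 to 10, 12.1% were higher and 4.7% were lower, and 143 of them had risen by at least 2-fold. Genes with an FPKM of 10 to 100 went the other way in number, with 555 of 7235 higher and 745 lower, though 39 of those that rose and 9 of those that fell changed by at least 2-fold. Among the 639 genes above an FPKM of 100, 52 were higher and 37 were lower. Small fold changes are harder to call at low counts. The larger rises among genes of low expression may thus reflect detection, which was not tested. The genes higher in DC took 5.87% ± 0.109 (SD, n = 6) of all counts in NC, 7.96% ± 0.824 (SD, n = 6) in DC and 6.94% ± 0.850 (SD, n = 6) in DC + Lixi. For the genes lower in DC these shares were 9.42% ± 0.407 (SD, n = 6), 7.92% ± 0.325 (SD, n = 6) and 8.49% ± 0.441 (SD, n = 6). The genes were selected with the same NC and DC animals, so the difference between those groups in these shares is not independent evidence.

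**Figure D2:**
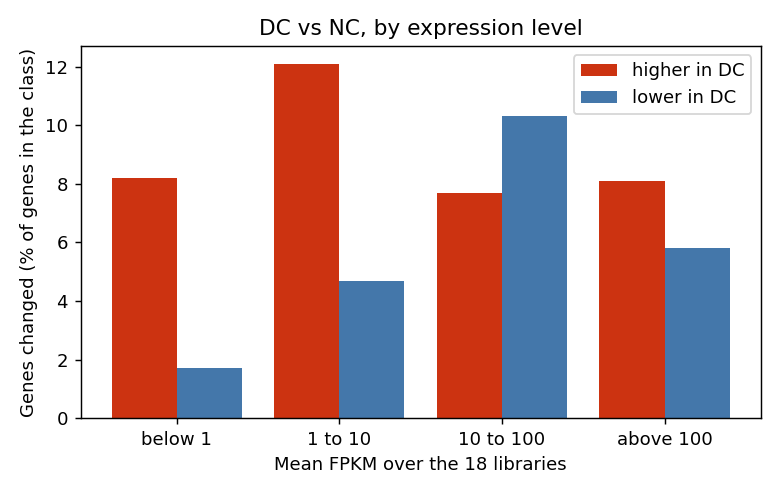
Share of genes higher (red) and lower (blue) in DC vs NC, as a percent of the genes in each class of mean FPKM over the 18 libraries. Genes higher in DC outnumber those lower in DC in each class except 10 to 100 FPKM, where 7.7% are higher and 10.3% are lower.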

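The genes changed in DC vs NC differed in level between the animals of the DC + Lixi group. Each animal was placed on a line from the NC mean (0) to the DC mean (1) by its log2 CPM over the genes changed in DC vs NC, which were called without that animal. For an NC or DC animal, the mean of its own group also left it out. The means for the DC + Lixi animals held all NC and DC animals, so places are not fully comparable between groups. The mean place was 0.0968 ± 0.0513 (SD, n = 6) in NC, 0.924 ± 0.276 (SD, n = 6) in DC and 0.560 ± 0.432 (SD, n = 6) in DC + Lixi. Of the lixisenatide-treated animals, 428 stood at 1.03, 403 at 0.959 and 388 at 0.848, where most DC animals stood. Animals 418, 419 and 401 stood at 0.292, 0.155 and 0.077. Among the untreated diabetic animals, 425 stood at 0.437 and the others between 0.844 and 1.25. The difference between the means of DC + Lixi and NC was 0.463 (exact permutation test, two-sided, p = 0.0281) and did not pass after adjustment over 12 comparisons (adjusted p = 0.0563 from the same permutation test). The difference between DC + Lixi and DC did not pass either (exact permutation test, two-sided, p = 0.0996, adjusted p = 0.171). The 12 comparisons pool those of place with those of RNA integrity, RNA concentration and alignments, and an adjustment over place alone was not made. Both tests exchanged the finished places without rebuilding the line, so their p-values are approximate. The RNA integrity numbers of animals 428, 403 and 388 were 8.4, 9.4 and 9, and those of 418, 419 and 401 were 8.7, 8.9 and 9.

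**Figure D3:**
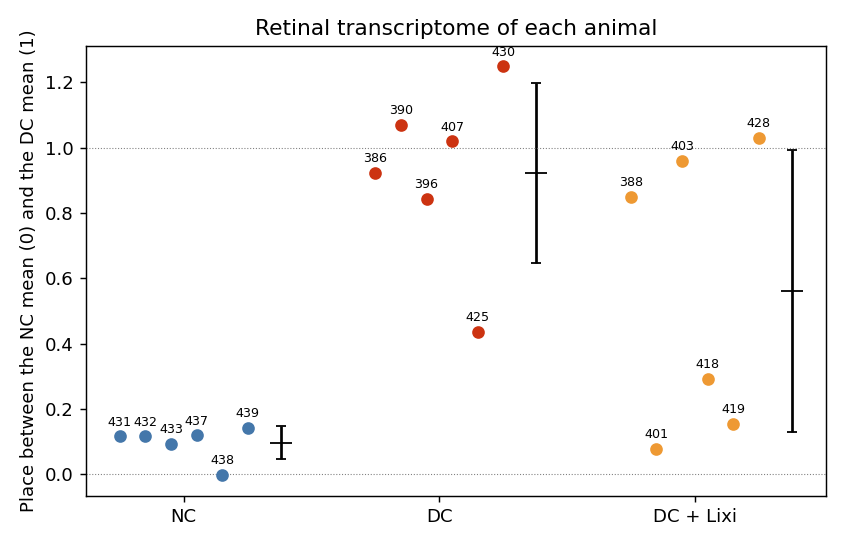
Place of each animal (1 point per animal, labelled with its number) between the NC mean and the DC mean over the genes changed in DC vs NC, with the mean and SD of each group in black (n = 6). The NC animals lie between -0.003 and 0.141, and the DC + Lixi animals range from 0.077 to 1.03.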

Lixisenatide resulted in partial inhibition of several gene activations and normalized the expression of these genes to that of the healthy control animals. In general, the database (RefSeq status at the National Center for Biotechnology Information (NCBI): http://www.ncbi.nlm.nih.gov/refseq/) of the function of the affected genes indicated that some of these genes play a role in immune and inflammatory responses such as *Cebpd, Chi3l1, A2m, Tnfrsf1a, Cd6*, participate in the regulation of cell proliferation, differentiation, transformation and apoptosis (*Mt2A, Fos, Tnfrsf1a, Pim1, Ltbr, Ier3*). Some regulated genes encode growth factors (*Pgf, *Ets2), membrane proteins (*Tshr, Aqp4, Msn*) and proteins which can act as antioxidants (*Mt2A*). The protective gene *Mt2A* was moderate downregulated and the above-mentioned harmful genes were downregulated by lixisenatide treatment. In addition to the gene for astrocyte markers (*GFAP*), a gene (*Rras*) was identified that encodes a GTPase involved in various processes such as angiogenesis, vascular homeostasis and regeneration, cell adhesion and neuronal axon guidance. Furthermore, some genes encode glutamate transporter (*Slc1a3*), G protein-coupled receptor whose ligand is highly vasoactive, and an enzyme (*Plat*) that play a role in cell migration and tissue remodeling. The observed changes in gene expression between the lixisenatide-treated and diabetic groups were not statistically significant. Nevertheless, lower gene expression of harmful genes was observed in the lixisenatide-treated group. This suggests that the benefit of lixisenatide is not in the regulation of single gene but is rather a cluster effect in the regulation of several genes.

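Between lixisenatide-treated and untreated diabetic animals no gene passed an adjusted p under 0.05 (DC + Lixi vs DC, edgeR), and the smallest adjusted p was 0.137. An unadjusted p under 0.05 was found for 2048 of the 16524 genes. The 2 genes with the smallest p among those higher in DC had log2 fold changes of -0.21 (ENSRNOG00000019018, standard error 0.07, adjusted p = 0.26) and -0.85 (ENSRNOG00000015859, standard error 0.20, adjusted p = 0.189) in DC + Lixi vs DC with edgeR's quasi-likelihood test. Those lower in DC had 0.46 (ENSRNOG00000004229, standard error 0.11, adjusted p = 0.204) and 0.77 (ENSRNOG00000034230, standard error 0.20, adjusted p = 0.221). DESeq2 called 52 genes higher and 42 lower in DC + Lixi than in DC, and limma-voom called none. Without the untreated animal 425, edgeR called 5 genes.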

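Of the 1547 genes higher in DC than in NC, 94.8% had a lower mean in DC + Lixi than in DC, and of the 1105 genes lower in DC, 92.3% had a higher mean in DC + Lixi than in DC. Over both groups of genes the share was 93.8%. The RNA integrity number of the DC + Lixi samples also lay between the means of NC and DC, at 8.9 against 8.77 and 9.35, and was lower than in DC by 0.45 (exact permutation test, two-sided, p = 0.013, adjusted p = 0.0312 over 12 comparisons). With the labels DC and DC + Lixi reassigned at random among the 12 diabetic animals and genes called anew, 12 of 100 assignments, the real one included, gave a share as high, and the median of the others was 67.6%. From lower expression in treated animals without a significant difference, the paper proposes that lixisenatide acts on several genes together rather than on a single one.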

Using in silico analyses, a clustering was detected for the regulated genes. Here, Ets2 was identified as a regulator of some of these genes. Ets2 encodes a transcription factor which regulates genes involved in development and apoptosis. The encoded protein is also a prooncogene and has been shown to be involved in the regulation of telomerase. A pseudogene of this gene is located on the X chromosome. Alternative splicing leads to several transcript variants (RefSeq database: http://www.ncbi.nlm.nih.gov/refseq/; Jan 2012). In diabetic retinopathy, this may indicate that Ets2 is involved in pathological processes.

Cheng et al. explored the role of Ets2 in the mouse model of vulnerable plaque and in endothelial cells. Ets2 expression was increased in the mouse model under atherogenic conditions. Overexpression of Ets2 promoted lesion growth with formation of neovascularization, haemorrhage and destabilization of plaques. In contrast, knockdown of Ets2 using a lentiviral shRNA construct promoted lesion stabilization. In endothelial cell cultures, Ets2 expression and activation responded to the cytokine TNF*α*. The in vitro study showed that Ets2 was critical for TNF*α*-induced expression of monocyte chemoattractant protein 1, interleukin-6 and vascular cell adhesion molecule 1. Ets2 also promoted microvessel formation and enhanced TNF*α*-induced loss of vascular endothelial integrity. Evaluation of a mouse retinal model confirmed the role of Ets2 in regulating vascular inflammation and endothelial leakage [50].

The study by Chung et al*.* [51] investigated the potential anti-inflammatory effects of lixisenatide on the retina in an animal model of early type 2 diabetes. The results showed that lixisenatide treatment reduced inflammation in retinas of diabetic mice, independent of hyperglycemia. The authors concluded that lixisenatide may have potential as a therapeutic agent for reducing inflammation in the early stages of diabetic retinopathy, which could potentially prevent or delay the development of more severe forms of the disease.

Lixisenatide treatment decreased Ets2 expression in diabetic animals which may have led to protection of the NVU by inhibition of vascular inflammation (inflammatory cytokines) and endothelial damage in diabetic rat retinae.

An in silico cell-type analysis of the identified genes showed that the majority was annotated to astrocytes (76%). In the retina, astrocytes, Müller cells, microglia, and pericytes normally inhibit endothelial cell proliferation and maintain vascular stability and the inner blood–retinal barrier [52]. The proper functioning of all elements of this unit is essential for the normal function of the retina, as it enables the neuronal retina to adapt to different physiological conditions. Glial cells are the interface between the vascular system and the neurons [3]. Astrocytes have multiple functions and are a key connector between blood capillaries and neurons. They regulate the health of neurons by controlling neurotransmitters such as glutamate or adenosine. Astrocytes are not only in contact with neurons, but also with blood vessels. They are considered to control local blood flow to supply nutrients to the neurons and regulate synaptic activities. Astrocytes also contribute physically and functionally to the blood-retina barrier and its permeability to factors such as the molecular trafficking of glucose or proteins. Therefore, astrocytes are central to the function of a healthy functioning NVU [53, 54]. This is no longer the case, for example under chronic hyperglycemia and the NVU is impaired [3]. Astrocytes induce inflammation during the development of DR by upregulating the expression of cytokines and chemokines which may lead to degradation of blood-retina barrier. Due to diabetes, the dysregulation of metabolic pathways leads to an accumulation of ROS, which in turn causes astrocyte activation. In turn, this is reflected by increased proliferation, migration, GFAP expression and secretion of proinflammatory factors, induced by the activation of TNF-*α* and the Nuclear Factor Kappa-B (*NFkB*) pathway, as well as an increase in oxidative stress [55]. The activated *NFkB* further binds to the nuclear DNA and overexpresses various genes, leading to the production of free radicals, cytokines, pro-apoptic and pro-inflammatory molecules. All these factors can lead to apoptosis, neuronal degeneration, endothelial dysfunction, inflammation and circulatory disturbances and finally to diabetic retinopathy [56].

For these astrocyte-identified genes, a regulatory network was created and a relationship between the genes Ets2, *FOS* and *JUN* were predicted, which is involved in the regulation of *NFKB1*.

Besides the isolated evaluation of GLP-1R independent antioxidative effects of lixisenatide, under hyperglycemic condition, the reduction of AGE accumulation in *C.* *elegans* was observed (data not shown). This observation is also consistent with the literature and suggests the direct antioxidant effect and indirect AGE effect of lixisenatide on oxidative stress by slowing down the Maillard reaction. The accumulation of ROS leads to inflammation, impairment of NVU and cell death. The changes in various transcription factor signals, such as *NFKB*, are induced by oxidative stress [57].

In diabetes, there is an activation of p38/MAPK14 via the RAGE pathway and can lead to an increase in *NFKB* levels. This, in turn can induce vasoregression, neuronal dysfunction and inflammation [28]. Since MG was not affected by lixisenatide, the protective effect of lixisenatide may be mediated downstream of the MG-induced RAGE pathway. Lixisenatide inhibits the expression of Ets2 and thus may bypass the RAGE pathway and directly activate of p38/MAPK14. Therefore, we propose the working model in Fig. 9.

**Fig. 9:**
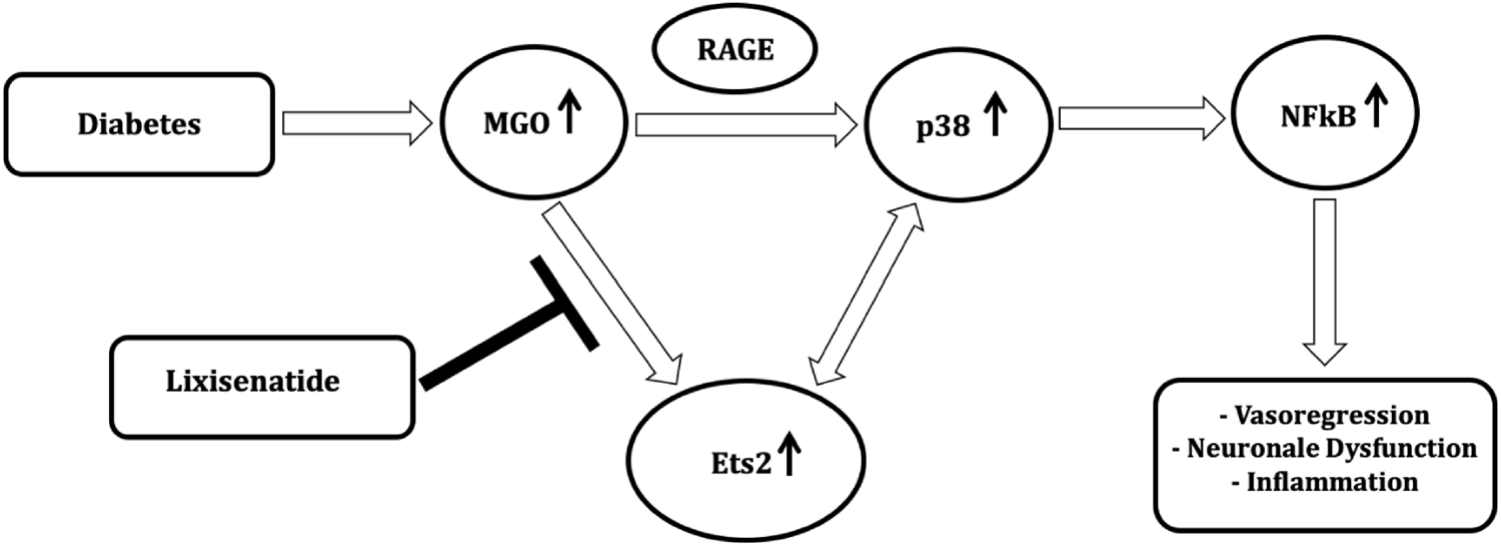
Potential mechanism of lixisenatide action. In diabetes, there is an accumulation of MG/AGE, which activates p38/MAPK14 via the RAGE pathway and leads to an increase in NFkB levels. This leads to vasoregression, neuronal dysfunction and inflammation. Since the amount of retinal MG was not affected by lixisenatide, the protective effect of lixisenatide is probably mediated downstream from the MG/AGE-RAGE. Lixisenatide inhibits the expression of Ets2 and thus can inhibit the activation of p38/MAPK14

The protective effect of lixisenatide is probably not mediated by influencing a single pathway, but via a slight cluster effect that accumulates in its protective effect. The potential inhibition of Ets2 upregulation and the associated reduction of Ets2-induced gene activation of various cell-type-specific genes probably reduce, for example, the activation of *NFkB* and the p38 MAPK.

Overall, the results in this study suggest that lixisenatide is potentially beneficial for the retinal neurovascular unit in diabetes. Although the experimental results achieved are not completely transferable to humans ("lost in translation"), some aspects are transferable and these are of immense importance for patients, as there is a need for new therapeutic options that are able to prevent or slow down the development and progression of diabetic retinopathy. Lixisenatide may have potential as a therapeutic agent for reducing oxidative stress and inflammation (GLP-1 receptor independent) in the early stages of diabetic retinopathy, which could potentially prevent or delay the development of more severe forms of the disease.

## Conclusions

Our data suggest that the GLP-1 receptor agonist lixisenatide has a protective effect on the microvasculature of the diabetic retina, most likely due to a combination of neuroprotective and antioxidative effects of lixisenatide on the neurovascular unit.

## Data Availability

The RNA Seq data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [58] and are accessible through GEO Series accession number GSE236333 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236333).

How the deposited data were processed for this re-analysis (not part of the article)

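RNA of 18 rat retinae was measured, 6 from NC, 6 from DC and 6 from DC + Lixi, all taken 12 weeks after the start of the study. Animals are separate between groups, so nothing pairs them. All libraries carry the same lane label, no batch or date is given in the sources used here, and the index sequences largely followed the groups. Following the methods, the authors aligned single-end reads to a rat gene model, quantified and normalized them in Array Studio 10.1.3.3, and tested them with its DESeq2 module. The submitters' processing notes name DESeq2 as well. The aligner, genome build and annotation are not given in the sources used here, so no coordinates are printed.

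The authors deposited estimated counts per gene, which are not normalized, and 26.2% of those above 0 are not whole numbers. They also deposited FPKM values, which divide each count by gene length and library size. Their deposited sample sheet holds the count of alignments per library, the RNA integrity number (a score of RNA intactness), the RNA concentration in ng/µl and the ratio of absorbance at 260 over 280 nm, all as the authors measured them. The tests had been planned for whole counts, and estimated counts were rounded to whole numbers instead.

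The count table holds no value in 46805 cells, of which 4081 have an FPKM above 0. In each gene count divided by FPKM is a constant times a constant of the library, so a count was restored in 1336 of these cells. On 20000 cells with a known count the median error of this step was 0.000626% and the 99th percentile 8.15%. Of the 1336 restored cells, 81.4% hold the highest FPKM of their gene, so leaving them at 0 would have lowered the library with the highest value. The other 2745 cells (FPKM up to 6.982) belong to genes without a count to scale from, which the filter on low counts removes.

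Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 3 groups, libraries were scaled by TMM (factors 0.967 to 1.046), and group means were compared with the quasi-likelihood test in 1 fit over the 18 libraries with 15 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. A second count used an adjusted p of 0.01 or less and a fold change of at least 1.5, the lines drawn in Fig. 6, since the paper's text gives a general p of 0.05 but ties no threshold to its gene count. The common biological coefficient of variation was 0.142. Over the 153 pairs of libraries the lowest chi-square per gene was 10.6, so no library was a repeat of another. Mean places, integrity numbers, concentrations and alignments of 6 against 6 animals were compared with exact permutation tests, whose p-values were adjusted together over 12 comparisons. The same steps were tested on simulated data.

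The comparisons, their tests and the alternatives were fixed before the data were examined. The alternatives were RLE size factors, total counts only, no filter, DESeq2 1.42.0, limma-voom (limma 3.58.1), only the groups compared, robust estimation, 1 surrogate variable (sva 3.50.0), limma on log2(FPKM + 1) and log2(FPKM + 0.1), and leaving out each library. Added after seeing the data were other treatments of the missing counts, the RNA integrity number as a covariate, and the place of each animal between NC and DC.

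Genes to be named had been fixed by a rule that needs gene symbols, namely every gene the paper names, the genes with the largest changes in each direction, and members of lists of retinal cell types and pathways. The reference table at hand matched 0 of the gene numbers, so that rule named no gene. The lists, a score over the genes of Table 1 and the counts of single genes that the paper names are not reported here. In their place, 4 gene numbers are given for DC vs NC, chosen after their values were seen. Experiments other than RNA sequencing were not analysed here.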

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

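The tests of RNA concentration and RNA integrity below were chosen after the data were seen. The splits for counts above 0, the halvings and the covariate were set before their results were seen. The splits for counts of 0 were run with those counts known, the slopes on RNA integrity inside the groups were added after the places of the animals were seen, the jackknife standard errors were added after the values with the covariate were seen, and which group of each reassignment was labelled DC was drawn at random only after the ratios of the splits had been tabulated.

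The RNA integrity number, which the paper does not report, was higher in DC than in NC by 0.583 (exact permutation test, two-sided, p = 0.00216, adjusted p = 0.013 over 12 comparisons) and in DC + Lixi lower than in DC by a difference of -0.45 (exact permutation test, two-sided, p = 0.013, adjusted p = 0.0312), with a difference of 0.133 between DC + Lixi and NC (exact permutation test, two-sided, p = 0.463, adjusted p = 0.505). RNA concentration was higher than in NC by 209.9 ng/µl in DC (exact permutation test, two-sided, p = 0.00866, adjusted p = 0.0312) and by 260.2 ng/µl in DC + Lixi (exact permutation test, two-sided, p = 0.0108, adjusted p = 0.0312). The paper gives no count of genes that differ between DC + Lixi and NC, and 254 genes did (adjusted p under 0.05, edgeR), of which 45 passed with the RNA integrity number as a covariate.

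The 2652 genes changed in DC vs NC were not a matter of how 12 libraries happened to be divided, since 1 of 100 splits, the real one, reached that count (highest other split 1791), and the same held for the 345 genes beyond the lines of Fig. 6 (1 of 100, highest other 8) and for the 254 genes of DC + Lixi vs NC (1 of 100, highest other 25). Restored counts did not make the difference, as 2533 genes were called when every gene with a restored count was left out. RNA integrity stays open, since with it as a covariate the log2 fold changes of the called genes had a median of 0.953 of their size without it (0.532 without DC + Lixi animal 428, up to 1.21 without others, jackknife standard error 0.484), which meets the bound set for excluding it but by less than its spread. Their median standard error rose from 0.08 to 0.13, and no gene was called. The median absolute log2 fold change of these genes went from 0.31 to 0.295, so in the median the errors moved more than the fold changes. Which of these ended the calls was not separated gene by gene. No DC value lies within the NC range, so differences inside the groups bear on RNA integrity, above all those of the DC + Lixi animals (8.4 to 9.4). Inside the groups the place of an animal between NC and DC changed by 0.138 per unit of RNA integrity (jackknife standard error 1.017, 1.016 without DC + Lixi 428, -0.399 without DC + Lixi 403, 0.007 to 0.229 without any other). Between the means of NC and DC the slope was 1.417 per unit. The slope in NC (-0.036, standard error 0.248, over 8.6 to 8.9) and animal 428 (at 1.03 with 8.4) argue against such a rise. The slope in DC (1.738, standard error 0.985) goes with it. DC animal 425 had both the lowest integrity number (9.2) and the lowest place (0.437) of that group, and the slope in DC without it was not computed. The slope in DC + Lixi (-0.002, standard error 0.645) is too uncertain, so the common slope, which rests on animal 428, does not settle the question.

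The fold ratio of 0.60 in DC + Lixi may reflect lixisenatide, the choice of genes, RNA integrity or which diabetic animals fell into which group. Choosing genes and measuring them in different animals gave 0.687 (5th to 95th percentile 0.555 to 0.777, over the 58 of 100 halvings that called at least 10 genes). In these animals the choice of genes is therefore not the whole cause. The halvings redraw the same NC and DC animals and keep the same DC + Lixi animals. Their percentiles are thus not an error of the ratio. With the integrity number as a covariate the ratio was 0.615 (0.438 to 0.724 when each library was left out, jackknife standard error 0.244), which meets the bound set for excluding RNA integrity but by less than its standard error allows, so it stays open. Chance could not be excluded, since 5 of 100 assignments of the 12 diabetic animals gave a ratio as low, with 0.426 the lowest of the others. Counting both labellings of every other split, 11 of 198 did.

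Between DC + Lixi and DC the real split called 0 genes. Any split reaches a count of 0 (100 of 100), so the splits decide nothing here, nor at the lines of Fig. 6 in DC + Lixi vs DC and in DC + Lixi vs NC, where the highest other splits gave 38 and 9 genes. Among the 99 other splits of the diabetic animals 9 called at least 1 gene, 2 called over 100 and the highest called 857.

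Of 33 groups of 6 values tested, 3 held a library far from the others by Dixon's test, where chance gives about 1 in 20. These were the NC animal with the lowest place between NC and DC (-0.003, next 0.092), the NC sample with the lowest ratio of absorbance at 260 over 280 nm (1.86, next 1.93), and the DC + Lixi library with the most restored counts (243, next 78).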

How the results depend on the processing

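The count of genes changed in DC vs NC stayed within 1.5 times of 2652 under each alternative except 1 surrogate variable (1027) and the RNA integrity number as a covariate (0, with the wider standard errors given above), and leaving out 1 library moved it from 1485 to 3531. It was 1752 without DC animal 390 and 1485 without DC animal 430. At the lines of Fig. 6 the counts for DC vs NC were 558 with DESeq2, 99 with the surrogate variable and 0 with the covariate, and 165 to 547 when 1 library was left out (221 without NC 432, 201 without NC 438, 228 without NC 439, 190 without DC 390, 547 without DC 425 and 165 without DC 430). The 254 genes of DC + Lixi vs NC became 433 under total counts only (139 higher and 294 lower), 143 with no filter, 834 with DESeq2, 116 with limma-voom, 658 with the surrogate variable, 153 with limma on log2(FPKM + 1) and no filter, and 45 with the covariate. With only the groups compared, 76 were higher and 109 lower. Leaving out 1 library gave 27 to 611 (75 without NC 431, 31 without NC 432, 67 without NC 433, 29 without NC 438, 42 without NC 439, 122 without DC 386, 402 without DC 425, 37 without DC + Lixi 388, 611 without 401, 32 without 403, 424 without 419 and 27 without 428). Limma on log2(FPKM + 1) with the filter gave 71 higher and 236 lower, and log2(FPKM + 0.1) gave 90 and 238. At the lines of Fig. 6 this comparison had 98 genes with DESeq2, 16 with the surrogate variable and 1 with missing counts set to the group mean, against 0, and 0 to 11 when 1 library was left out (11 without DC + Lixi 401, 1 without NC 439 and 1 without DC + Lixi 403). For DC + Lixi vs DC the 0 genes became 94 with DESeq2, 1 with the surrogate variable and 10 with the group mean, which like the covariate was chosen after seeing the data, and 0 to 5 when 1 library was left out (5 without DC 425). At the lines of Fig. 6 these were 9 with DESeq2, 1 with the group mean and 0 to 3 (3 without DC 425). The fold ratio of 0.60 ranged from 0.51 to 0.681 over the libraries left out and from 0.571 to 0.687 over its other alternatives. The cause of these changes was not tested. For the 4 gene numbers, 229 of the values under alternatives kept their direction and side of the threshold and 27 kept their direction only. The score over the genes of Table 1, the fold ratio over those genes and the gene list tests were not run, since no gene names could be matched. No paired analysis was possible because the groups share no animal numbers. The filter on low counts asked for about 0.31 CPM in at least 6 libraries, and genes below it were not tested.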

Differences from the paper's values

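The paper's gene count for DC vs NC is 66, and 345 genes lay beyond the lines drawn in Fig. 6. The paper's statistics section gives a general p of 0.05 and its text ties no threshold to this count, so the lines of the figure were used. Of the 26 alternatives set for this count before the data were examined, 1 lay within 1.5 times of the paper's count, the fit with 1 surrogate variable (99 genes, at that limit), and 25 did not, with 165 to 558 genes. DESeq2, the tool that the methods name, gave 558. The surrogate variable was 0.473 in DC 390 and 0.318 in DC 430 (places between NC and DC 1.07 and 1.25). In DC 425 it was -0.326 (place 0.437), and in DC + Lixi 401 -0.457 (place 0.077). In NC it ran from -0.312 to 0.173 with places of -0.003 to 0.141. It may have taken up part of the difference between DC and NC, which was not tested.

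The paper states that lixisenatide brought the genes it counts as changed by diabetes to the level of the healthy control animals, and its discussion also calls the inhibition partial for several genes. The fold changes that the paper prints for the 25 genes of Table 1 give a median ratio of 0.622 (0.383 to 0.91, 0.559 for Gfap) between the log2 fold changes in DC + Lixi vs NC and DC vs NC, where the level of NC is 0 and that of DC is 1. In the fit to the deposited counts this ratio was 0.60 over the 2652 genes changed in DC vs NC and 0.624 over the 345 genes beyond the lines of Fig. 6, which are wider sets than the paper's 66 genes and could not be matched to them. Of the 2652 genes, 219 still differed from NC in DC + Lixi (adjusted p under 0.05, edgeR). At the lines of Fig. 6, 0 genes differed between DC + Lixi and NC with edgeR (3189 genes had an unadjusted p under 0.05) and 98 did with DESeq2. With edgeR, 16 did with 1 surrogate variable and 0 to 11 when 1 library was left out. The paper finds no significant difference between DC + Lixi and DC, and edgeR called 0 genes there, where DESeq2 called 94.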

Other observations

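The tests of this part were chosen after the data were seen.

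Gene length went little with the fold changes. The rank correlation across the 16524 genes between relative length and log2 fold change was -0.036 in DC vs NC, -0.067 in DC + Lixi vs NC and -0.03 in DC + Lixi vs DC, and genes are not independent replicates. In a principal component analysis the first component held 22% of the variance. On it the NC animals stood between -26.7 and -20.7, and DC animal 425 stood at -4, apart from the other DC animals at 17.5 to 35.4.

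A hypothesis was tested on the scale of the paper's Table 1. If its fold changes are differences of mean log values, genes with such pairs of fold changes (DC vs NC and DC + Lixi vs NC) should be found more often on that scale than on others. Within 0.05 on the log2 scale in both, 25 of 25 pairs had a gene on the scale of mean log2(normalized count + 1), 23 on that of mean normalized counts and 21 on that of edgeR. The edgeR scale was searched over the 16524 genes tested, the others over genes with a mean normalized count of at least 1. Matches on the edgeR scale were therefore not counted over the same genes. With the pairs shuffled 100 times, the highest matches were 20, 21 and 18, so each scale exceeded its own shuffled pairs and the shuffling does not single out the first. Among the 8 pairs with a rise of at least 3-fold, 8, 6 and 4 were matched. The 25 matches are consistent with fold changes taken from mean log values, but the difference between the scales was not tested, many small fold changes find a gene by chance, and no gene was named from such a match.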
